A study of Mus musculus with 12 samples.

How the data were processed

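NIH-3T3 mouse fibroblasts were labelled with 4sU at 800 µM for a duration of 15, 30, 60, 90 or 120 min or left unlabelled (no4sU), and RNA was extracted and treated with iodoacetamide, per the labels' protocols. There were 12 libraries in 6 groups of 2. Group and replicate letter were taken from the sample titles, and each column of the table was matched to the sample whose label it carries, with 0 columns of other samples. The aligner, the counting tool, their versions, the genome build and the annotation are not given in the sources used here, nor is the use of strand in counting.

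The authors deposited a single table of 17419 genes. Its estimated counts, the authors' read counts per gene and library, were not scaled between libraries, and 20.4% of the values were not whole (tolerance 1e-06), so they were rounded to whole numbers before the count tests. The NTR was deposited as a fraction between 0 and 1 for each labelled library, as a posterior maximum, a posterior mean and 0.05 and 0.95 quantiles per the file headers, with the latter spanning a 90% interval. The deposited alpha and beta columns are each a score without fixed range, the parameters of a distribution for the NTR, and were not used here. A gene length in bases was given per gene. Counts of conversions and of covered uridines per gene were not used here, so the relation of the T-to-C conversion rate with time and the ranking of genes by that rate, both planned, were not computed. No entry lacked a gene (0 entries). Estimated counts that are not whole can arise where reads are divided between genes, but their origin is not given in the sources used here. The error of any such division is in none of the errors given. The NTR is itself a model estimate per library. A 4sU-containing read with many conversions can fail to align, which would lower both the count and the NTR of a gene, and this cannot be assessed from counts.

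Total reads per library were between 9917026 and 13739380. Intervals and errors given as SD describe 2 libraries. For the fold changes, the rho and the implied loss, both libraries shared the same reference, so their SD leaves out the variation of the reference. Pairs of groups were described and not tested by permutation, since 2 against 2 libraries cannot give a two-sided exact permutation p below 0.333.

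Gene counts were tested with edgeR 4.0.16 in R 4.3.3. Genes were kept by filterByExpr with the groups (11564 genes), scaled by TMM (factors 0.970 to 1.02), and fitted with the quasi-likelihood model over all 12 libraries in a single fit with no covariate, so that all groups shared an estimate of the spread (common biological coefficient of variation 4.44%). Contrasts were each duration against no4sU and 120 against 15 min. Genes with a Benjamini-Hochberg adjusted p below 0.05 were counted, and the SE of a log2 fold change was its absolute value divided by the square root of the F statistic. DESeq2 1.42.0 was the other tool. Gene lists were tested with camera in limma 3.58.1 (inter-gene correlation 0.01) on voom log2 values against all tested genes, adjusted over the 4 lists, with fry and camera with an estimated correlation beside it.

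Measures from the NTR used the posterior maximum and the 9065 genes with a mean count of at least 100 over the 12 libraries. The log2 fold change of a library was log2 of its CPM plus a pseudocount of 1, with TMM library sizes, minus the mean of the same values in the 2 no4sU libraries, which understates changes of low genes. Its Spearman rho with the NTR was taken per library. The implied loss was the share d for which multiplying the new part of each count, NTR times count, by 1/(1-d) brought that rho to 0. The apparent half-life of a gene was ln 2 times the labelling time divided by -ln(1-NTR), for genes with an NTR between 0.01 and 0.99. Correlations with time over the 10 labelled libraries were tested with two-sided permutation tests of 100000 resamples and, without the 120 min libraries, exactly. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 was used.

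The groups, tests, gene lists, alternatives and the rule for naming genes were fixed before the data were examined. The rule named the 5 largest rises and 5 largest falls at 120 min against no4sU among genes past the threshold with a mean count of at least 100 whose labelled and unlabelled libraries did not overlap in CPM, with Fos, Jun, Junb, Ier2 and Myc as short-lived and Gapdh, Actb and Eef1a1 as long-lived transcripts. Other genes were counted, and named only where a count was 5 or fewer. The p53 target list was Cdkn1a, Mdm2, Ccng1, Bbc3, Phlda3, Sesn1, Sesn2, Trp53inp1, Btg2, Zmat3, Aen, Pmaip1, Bax, Fas, Gdf15, Plk2, Eda2r and Ei24. Locations come from GENCODE M21 on GRCm38, matched by Ensembl ID and counted from 1, and not from the authors' build. Of the 17419 IDs, 17396 were found there and 23 were not. Base content was taken from the same release and was known for 9056 of the 9065 genes (99.9%).

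The alternatives for the gene counts were another scaling (median of ratios, library size), DESeq2, no count filter, a mean count of at least 100, a fit of only the 2 groups compared, the replicate letter as a block, scaling of the new part by the implied loss, and each library left out in turn. For the measures from the NTR they were other count minimums, pseudocounts, scalings, NTR estimates and references, partial correlation, and each replicate left out. Removing a trend with gene length per library, leaving out a single no4sU library as the reference of the rho and loss, and correcting the NTR for the implied loss before the half-life was computed were chosen after the data were seen. A coding error in the removal of the length trend, by which the TMM factor entered again, was found after its result looked odd and was corrected. The threshold for the test of uridine content was made stricter after its result was seen.

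The procedures were tested on simulated data. Counts for 11479 genes drawn from the libraries' own means and sizes, with 200 genes changed at 120 min, gave 134 recovered by edgeR against no4sU (67%) with 5 unchanged genes called, and 116 by DESeq2 (58%) with 3. All 47 genes changed by 1 on the log2 scale were recovered by edgeR, as were 62 of 69 changed by 0.5 and 25 of 84 changed by 0.25. For 120 against 15 min, edgeR recovered 127 (63.5%) and called 12 unchanged genes. In the 4 simulated comparisons without change both tools called 0 genes. For 120 min against no4sU over 11564 genes, camera gave a simulated list lowered by 0.3 an adjusted p of 1.5e-32 and 3 unchanged lists values of 0.333 to 0.789. A loss of 15% put into 9065 genes of 6 simulated libraries was found as 14.1% to 15.8%, 30% as 30.1% to 30.6%, and 0% as -0.81% to 0.97%. A true median half-life of 200.7 min was found as 197.8 to 200.9 min. At 15 min 8915 simulated genes lay within the NTR limits, but only 5518 and 3325 genes did in the 15 min libraries A and B. The simulation thus does not test how the limits move the median at 15 min. For the matched lists at 120 min against no4sU over 9065 genes, a list raised by 0.3 lay at percentile 100, and of 100 unchanged lists 3 lay above the upper and 5 below the lower limit of the middle 95%.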

Results

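RNA from NIH-3T3 cells, an immortalised mouse fibroblast line, was sequenced after labelling with 4-thiouridine (4sU) for 15, 30, 60, 90 or 120 min, and without 4sU. 4sU is a uridine analogue that cells build into newly made RNA. In SLAM-seq, iodoacetamide modifies the incorporated 4sU so that it is read as C in place of U, and the share of a gene's RNA made during labelling, the new-to-total ratio (NTR), is estimated from these conversions. Each of the 6 groups had 2 replicates, A and B, which gave 12 libraries, 10 of them labelled at 800 µM. The series title names the purpose of the experiment, which was to learn how the length of labelling biases quantification. The comparisons were therefore each duration with the unlabelled libraries, the longest with the shortest duration, and the relation of each measure with labelling time.

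The table held 17419 genes. Between 9917026 reads (30 min replicate B) and 13739380 reads (no4sU replicate B) were counted per library. The no4sU replicate A library had 10378840 reads. The 15 min libraries had 11206055 and 10973014 reads in A and B, the 30 min replicate A library had 11758117, and the 60 min libraries had 10093027 and 13224762. At 90 min there were 10506601 and 10519498 reads, and at 120 min 11100318 and 13671419. The 10 most abundant genes took 4.23% to 4.79% of the reads of a library. A mean count of at least 100 over the 12 libraries was reached by 9065 genes, and all measures based on NTR used these genes. Over them, the median width of the authors' 90% interval of the NTR was between 0.0204 (15 min replicate B) and 0.0852 (120 min replicate A).

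Replicates of the labelled groups had Spearman correlations across genes of 0.996 to 0.997, and the SD over genes of the log2 difference between A and B was between 0.11 and 0.12. The no4sU replicates were further apart. Their correlation was 0.989, and the SD of their log2 difference was 0.21. This difference had a Spearman rho of -0.576 with gene length across genes, which are not independent replicates. Longer genes were lower in no4sU replicate A. Against the mean of the 15 min libraries, the log2 fold change of no4sU replicate A had a rho of -0.593 with gene length, and that of no4sU replicate B had a rho of 0.163. For the rho, the implied loss and the gene counts from 30 to 120 min, values without either no4sU library are therefore given as well. Replicates of a group differed by more than counting noise. The mean chi-square per gene was 11.02 in no4sU, and between 1.58 (15 min) and 2.01 (60 min) in the labelled groups.

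**Figure D1:**
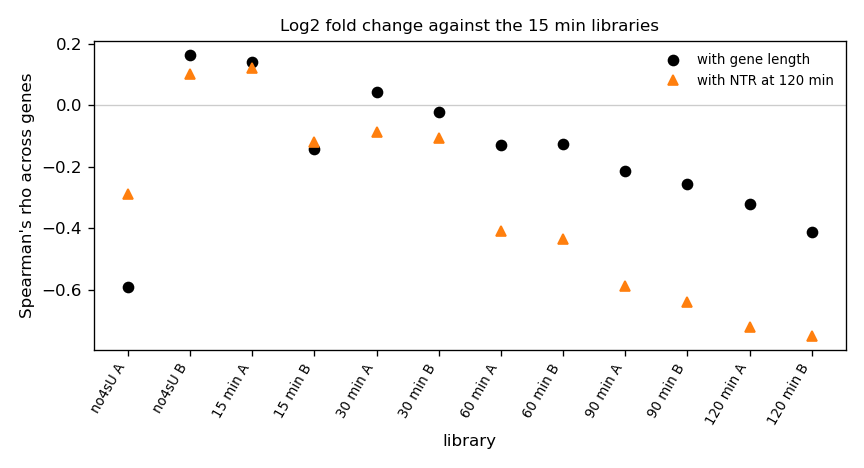
Spearman's rho across genes of the log2 fold change of each library against the 15 min libraries, with gene length (circles) and with the NTR at 120 min (triangles); each 15 min library was set against the other. The no4sU replicate A library had a rho of -0.593 with gene length, and the rho with NTR reached -0.723 and -0.75 in the 120 min libraries.

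The median NTR over genes rose with labelling time. It was 1.01% ± 0.474 (SD, n = 2) at 15 min, 5.21% ± 0.120 at 30 min, 15.5% ± 0.410 at 60 min, 24.4% ± 1.40 at 90 min and 35.4% ± 0.523 at 120 min. Over the 10 labelled libraries, Pearson's r with time was 0.999 (permutation p = 1e-05, the smallest that 100000 resamples can give) and Spearman's rho was 0.985 (permutation p = 2e-05, both two-sided). Adjusted over the 8 correlations computed with time, both were 3.2e-05. Without the 2 libraries at 120 min, r was 0.998 (exact permutation p = 0.000397, n = 8). Restricting the genes to a mean count of at least 1000 moved the median NTR most at 120 min, to a fraction of 0.267. Differences between pairs of durations were not tested singly, because a two-sided exact permutation test of 2 against 2 libraries cannot go below 0.333.

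If RNA levels are constant and labelling has no effect, the NTR at any duration gives the same half-life for a gene. The median apparent half-life instead became shorter with labelling time. It was 515 min ± 63.9 (SD, n = 2) at 15 min, 368 min ± 11.4 at 30 min, 247 min ± 7.22 at 60 min, 224 min ± 14.9 at 90 min and 198 min ± 5.41 at 120 min. Pearson's r with time was -0.882 (permutation p = 0.00058, adjusted 0.00058) and Spearman's rho was -0.985 (permutation p = 2e-05, adjusted 3.2e-05). Without the 120 min libraries r was -0.901 (exact permutation p = 0.00278, n = 8). The median at 15 min rested on the 5518 genes of replicate A and the 3325 genes of replicate B with an NTR between 0.01 and 0.99, and it rose to 897 min when all genes with an NTR above 0 and below 1 were used. Without the libraries of replicate A, r was -0.856 and no longer past the threshold (exact permutation p = 0.0583).

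**Figure D2:**
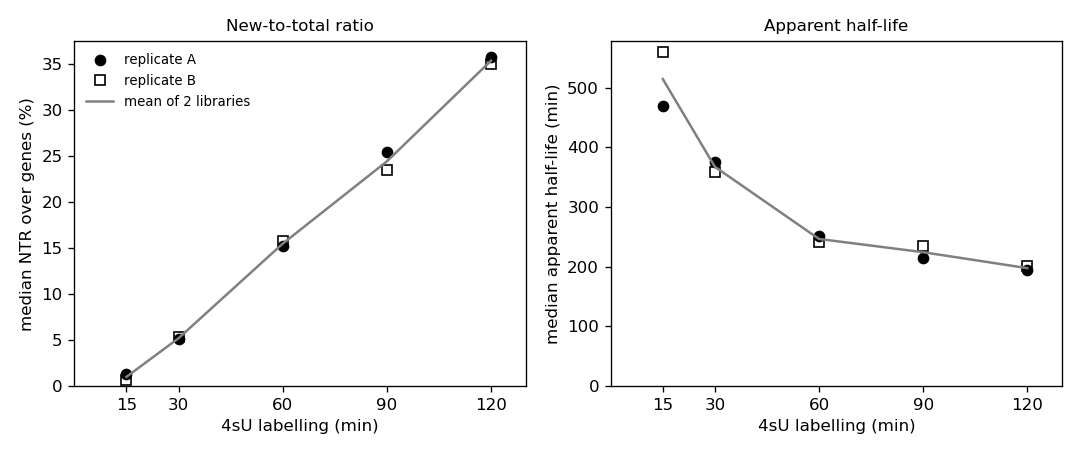
Median NTR over 9065 genes (left, in percent) and median apparent half-life (right, in minutes) against the time of 4sU labelling in minutes. Circles are replicate A, squares are replicate B and lines join the means of 2 libraries; the NTR rose to 35.4% at 120 min while the apparent half-life shortened from 515 to 198 min.

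Whether genes with much new RNA lost reads was examined by setting each labelled library against the mean of the no4sU libraries. At 120 min, the decile of genes with the lowest NTR (median 0.106) had a median log2 fold change of 0.16 ± 0.0174 (SD, n = 2), and the decile with the highest NTR (median 0.945) had -0.22 ± 0.0208. Against the 15 min libraries these values were 0.21 ± 0.0120 and -0.26 ± 0.0149. At 90 min the lowest and highest deciles were at 0.07 ± 0.0114 and -0.17 ± 0.0213, and at 60 min the highest decile was at -0.10 ± 0.0256. Against the 15 min libraries the highest decile was at -0.20 ± 0.0138 at 90 min and -0.13 ± 0.0237 at 60 min. CPM values are shares of a library, so a rise of the lowest decile can reflect the fall of other genes and need not mean more RNA. The deciles were not recomputed without a single no4sU library. At 15 and 30 min the medians of the lowest and highest deciles against no4sU were between -0.01 and 0.01. Against the 15 min libraries those at 30 min were 0.0101 ± 0.0027 and -0.0305 ± 0.0119.

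**Figure D3:**
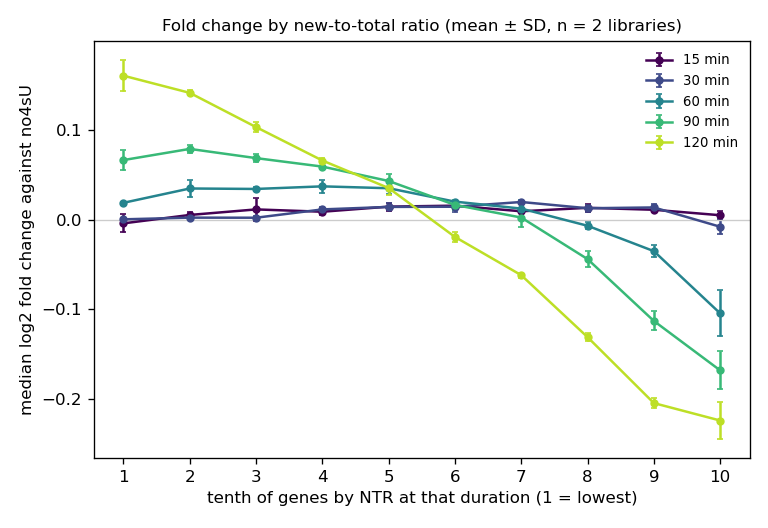
Median log2 fold change against the no4sU libraries by decile of genes ranked on the NTR at that duration (1 is the lowest NTR), for 5 labelling durations; points are means and bars SDs of 2 libraries. The 120 min line runs from 0.16 in the lowest decile to -0.22 in the highest, and the 15 and 30 min lines stay near 0.

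Across genes, Spearman's rho between the log2 fold change and the NTR was 0.0266 ± 0.0319 (SD, n = 2) at 15 min, 0.0072 ± 0.0143 at 30 min, -0.256 ± 0.0179 at 60 min, -0.492 ± 0.0465 at 90 min and -0.702 ± 0.0379 at 120 min. As background, the log2 difference between no4sU replicates A and B had a rho with the same NTR values of -0.0221 and 0.0107 at 15 min, -0.147 and -0.153 at 30 min, -0.264 and -0.254 at 60 min, -0.289 and -0.275 at 90 min and -0.289 and -0.287 at 120 min. The value at 60 min was thus no larger than the unadjusted difference between the unlabelled libraries. Given gene length and mean count, however, the partial rho at 60 min was -0.326 ± 0.00340, beyond the background of -0.115 and -0.116 taken in the same way, and against the 15 min libraries the rho was -0.417 ± 0.0142. The unadjusted value depended on which no4sU library was the reference, being -0.0293 without no4sU replicate B and -0.422 without no4sU replicate A. The values at 90 min were -0.241 and -0.580, and those at 120 min -0.516 and -0.705, in the same order. At 30 min the sign itself changed, from 0.0889 without no4sU replicate B to -0.129 without no4sU replicate A. With time, r was -0.992 (permutation p = 1e-05, the smallest possible, adjusted 3.2e-05) and Spearman's rho was -0.960 (permutation p = 8e-05, adjusted 0.000107). Without the 120 min libraries, r was -0.983 (exact permutation p = 0.000794, n = 8).

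The size of this relation was expressed as the share of labelled RNA that would have to be missing for the rho to be 0. This implied loss was 31.3% ± 1.16 (SD, n = 2) at 120 min, 22.5% ± 2.30 at 90 min and 14.6% ± 2.16 at 60 min. Both libraries shared the no4sU reference, so these SDs leave out its variation. With the no4sU library of the same letter as the reference, the SDs were fractions of 0.0934, 0.135 and 0.140, in the same order. At 30 min the implied loss was -1.08% ± 2.12, and at 15 min it was -29.7% in replicate A and -2.98% in replicate B. Against the mean of the no4sU libraries it could thus not be told from 0 at either duration. The 30 min value was a fraction of -0.246 without no4sU replicate B and 0.166 without no4sU replicate A. Against the 15 min libraries it was 0.0988 ± 0.0156 (SD, n = 2), so its sign depended on the reference. With time, r was 0.912 (permutation p = 0.00011, adjusted 0.000126) and Spearman's rho was 0.985 (permutation p = 2e-05, adjusted 3.2e-05). Without the 120 min libraries, r was 0.881 (exact permutation p = 0.00238, n = 8). With the posterior mean as the NTR, r fell short of the threshold at 0.577 (permutation p = 0.0837). The no4sU libraries each moved the loss at 60 min, to a fraction of 0.0268 without replicate B and 0.252 without replicate A. At 90 min the values were 0.144 and 0.2999, in the same order. At 120 min the fraction was 0.253 without no4sU replicate B and 0.369 without no4sU replicate A.

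**Figure D4:**
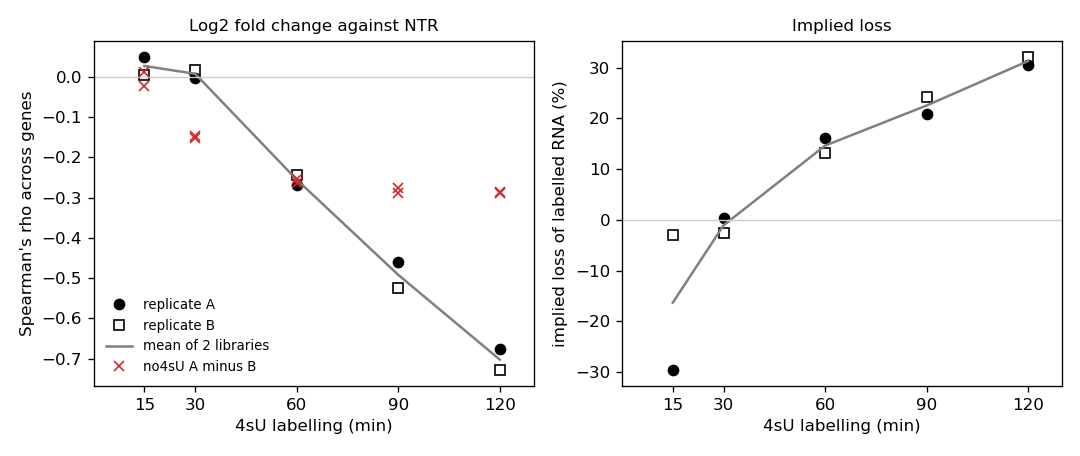
Left, Spearman's rho across genes between the log2 fold change against the no4sU libraries and the NTR of the same library, against labelling time in minutes, with crosses for the same rho of the no4sU A minus B difference. Right, implied loss of labelled RNA in percent; circles are replicate A, squares replicate B and lines the means of 2 libraries. Labelled libraries lay outside the crosses at 90 and 120 min and beside them at 60 min.

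Differential expression was tested with edgeR's quasi-likelihood test over 11564 genes, with a Benjamini-Hochberg adjusted p below 0.05 as the threshold. No gene passed at 15 min (0 by edgeR with 618 at an unadjusted p under 0.05, and 0 by DESeq2 with 240) or at 30 min (0 by edgeR with 670 unadjusted, and 0 by DESeq2 with 279). At 60 min 2 genes passed, with 895 at an unadjusted p under 0.05, and at 90 min 161 genes passed, 52 higher and 109 lower. At 120 min 1643 genes passed, 628 higher and 1015 lower (61.8%), with a median absolute log2 fold change of 0.31. A fit of only the no4sU and 120 min libraries gave 171 genes, 19 higher and 152 lower. The no4sU replicates differed far more than those of the labelled groups. The spread shared by all groups is thus likely too small for contrasts with no4sU, and their counts too high. Scaling by library size alone gave 203 higher and 1684 lower, so the split depended on the scaling. The direct contrast of 120 with 15 min gave 2228 genes, 917 higher and 1311 lower (58.8%). Its fold changes do not use the no4sU libraries, but these libraries entered the estimate of the spread, and a fit of only the 15 and 120 min libraries gave 3818 genes, 1745 higher and 2073 lower. DESeq2 gave 1059 genes at 120 min against no4sU and 1469 for 120 against 15 min. When the labelled part of each count was scaled up by the implied loss, 189 genes passed at 120 min against no4sU (90 higher and 99 lower, 135 of them among the 1643) and 257 against 15 min (209 of them among the 2228).

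The counts depended on single libraries. Leaving out a library of a pair leaves 1 in that group, which is then assumed to vary like the libraries of the other groups. Without no4sU replicate A the counts from 15 to 120 min were 54, 34, 216, 1442 and 3533, and without no4sU replicate B they were 1336, 1363, 1213, 1214 and 1899. In the latter case the split at 120 min turned to 1033 higher and 866 lower. Without 90 min replicate A or B, 18 or 8 genes passed at 90 min. At 120 min against no4sU, 452 genes passed without 120 min replicate A and 466 without replicate B. For 120 against 15 min the counts were 1017 and 705 without 120 min replicates A and B, and 657 and 1037 without 15 min replicates A and B. Without 60 min replicate A, no gene passed at 60 min by edgeR (0, with 563 at an unadjusted p under 0.05; DESeq2 was run on all libraries only, with 9 genes).

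The 2 genes past the threshold at 60 min were outside the rule for naming genes and are named because they are so few, after their values were seen. Lncpint (ENSMUSG00000044471), with a mean count of 74.1, had a log2 fold change of 1.75 ± 0.249 (SE) and Sgk1 (ENSMUSG00000019970) one of -0.37 ± 0.0540, each with an edgeR adjusted p of 0.00638. Without 60 min replicate A, neither passed by edgeR (Lncpint 1.40, adjusted p = 0.408; Sgk1 -0.30, adjusted p = 0.615). At 120 min their log2 fold changes were 2.58 and -0.73.

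Among genes past the threshold at 120 min with a mean count of at least 100 and no overlap between the labelled and unlabelled libraries, the largest rise was that of Kcnq1ot1 (ENSMUSG00000101609). It is annotated in GENCODE M21 (GRCm38) as an antisense RNA on the minus strand of chromosome 7, from 143203458 to 143296549. Its level was 12.4 ± 2.19 CPM (SD, n = 2) without 4sU, 13.5 ± 0.617 at 15 min, 23.2 ± 7.56 at 60 min and 46.9 ± 0.426 at 120 min. The log2 fold change at 120 min was 1.90 ± 0.146 (SE, edgeR adjusted p = 1.3e-07), and the NTR was 0.952 ± 0.00481 (SD, n = 2). Whether the counting used strand is not given in the sources used here, so reads from the gene on the other strand cannot be separated and the value is uncertain. Malat1 (ENSMUSG00000092341), a lincRNA on the minus strand of chromosome 19 from 5795690 to 5802672, was at 1460 ± 689 CPM without 4sU, 1050 ± 68.9 at 15 min, 1603 ± 347 at 60 min and 3217 ± 127 at 120 min. Its log2 fold change was 1.14 ± 0.193 (SE, adjusted p = 0.000858), and its NTR of 0.225 ± 0.000283 (SD, n = 2) was far below that of Kcnq1ot1. Its no4sU libraries differed, at 973 and 1947 CPM, and the log2 fold change was 1.72 without no4sU replicate B and 0.72 without replicate A, past the threshold in both cases.

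The remaining rises were Zfhx3 (ENSMUSG00000038872, chromosome 8, 107942644 to 108961630) at 0.77 ± 0.110 (SE, edgeR adjusted p = 0.000218), Zfp771 (ENSMUSG00000054716, chromosome 7, 127244274 to 127254803) at 0.63 ± 0.206 (adjusted p = 0.0466) and Map2 (ENSMUSG00000015222, chromosome 1, 66175273 to 66442583) at 0.61 ± 0.171 (adjusted p = 0.0238). Zfp771 was at 11.4 and 5.73 CPM in the no4sU libraries A and B. It lost its call without no4sU replicate B (0.16, adjusted p = 0.587), without 120 min replicate A (adjusted p = 0.164) and without 120 min replicate B (adjusted p = 0.187). Map2 lost its call without no4sU replicate A (0.39, adjusted p = 0.0810), without 120 min replicate A (0.50, adjusted p = 0.176) and without 120 min replicate B (0.73, adjusted p = 0.0618), all by edgeR.

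The largest falls were in protein-coding genes. G2e3 (ENSMUSG00000035293, plus strand of chromosome 12, 51348061 to 51376986) went from 43.9 ± 7.45 CPM (SD, n = 2) without 4sU to 43.2 ± 2.36 at 15 min, 33.4 ± 2.70 at 60 min and 20.7 ± 0.0211 at 120 min. Its log2 fold change at 120 min was -1.09 ± 0.106 (SE, edgeR adjusted p = 3.3e-06), and its NTR was 0.964 ± 0.000495 (SD, n = 2). Gen1 (ENSMUSG00000051235, chromosome 12, 11238920 to 11265801) was at -0.93 ± 0.117, Zmym2 (ENSMUSG00000021945, chromosome 14, 56886653 to 56962701) at -0.90 ± 0.103, Stk17b (ENSMUSG00000026094, chromosome 1, 53755506 to 53785224) at -0.87 ± 0.119 and Piga (ENSMUSG00000031381, chromosome X, 164419787 to 164433916) at -0.83 ± 0.126, with edgeR adjusted p-values between 2.3e-05 and 0.000388. After the labelled part of the counts was scaled up by the implied loss, G2e3 remained at -0.80 (adjusted p = 0.000142) and Piga, the smallest of these falls, at -0.61 (adjusted p = 0.0125).

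Of the 5 transcripts named beforehand as short-lived, only Myc passed the threshold at 120 min with all libraries, at -0.34 ± 0.0817 (SE, edgeR adjusted p = 0.00877). It did not pass without 120 min replicate B (-0.24, adjusted p = 0.171), and it was at -0.03 (adjusted p = 0.920) after scaling by the implied loss. Fos, with a mean count of 22.9, was at -0.38 (adjusted p = 0.386), Jun at -0.20 (adjusted p = 0.129), Ier2 at -0.26 (adjusted p = 0.135) and Junb at 0.05 (adjusted p = 0.723). Without no4sU replicate B, Jun (-0.32, adjusted p = 0.00304) and Ier2 (-0.47, adjusted p = 0.00148) passed. The sign of Junb turned under scaling by library size alone (-0.014) and without no4sU replicate B (-0.02), and those of Jun and Ier2 turned to 0.11 and 0.05 after scaling by the implied loss. At 60 min the NTR was already 0.971 for Myc and 0.993 for Ier2. Of the 3 long-lived transcripts, Eef1a1 was at 0.20 ± 0.0461 (adjusted p = 0.00798), Gapdh at 0.11 (adjusted p = 0.180) and Actb at 0.06 (adjusted p = 0.546). Eef1a1 did not pass without 120 min replicate A (0.18, adjusted p = 0.0808), whereas Gapdh (0.22, adjusted p = 6.1e-05) and Actb (0.21, adjusted p = 4.5e-05) passed without no4sU replicate A. Under scaling by library size alone, Gapdh was at 0.05, Actb changed sign to -0.0059 and Eef1a1 was at 0.13 (adjusted p = 0.0519). Actb was also below 0 without no4sU replicate B (-0.07), and after scaling by the implied loss both Gapdh (-0.04) and Actb (-0.02) were. All 3 have close copies elsewhere in the genome. Whether and how reads shared with them were divided is not given in the sources used here, so their values are uncertain.

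To see whether labelling went with a response of known stress or growth genes, 4 gene lists were tested at 120 min against no4sU with camera from limma. The immediate-early list (28 genes tested, median NTR 0.99) was lower, with a median log2 fold change of -0.29, 24 members lower and an adjusted p of 2.8e-07. The call held under fry (adjusted p = 0.00206) but not under camera with an estimated correlation (adjusted p = 0.0587). In the edgeR test 10 members passed over all genes and 12 when adjusted over the list alone, all lower. After the labelled part of the counts was scaled up by the implied loss, the median of this list was 0.0077 (limma camera adjusted p = 0.896). The p53 target list (16 of 18 tested) had a median of 0.01 (adjusted p = 0.0921), with 8 members lower. Of its members 5 passed over all genes and 5 adjusted over the list alone, none of them lower. It passed the threshold without no4sU replicate A (0.07, limma camera adjusted p = 0.0390), while its median was -0.0034 without 120 min replicate A and -0.0021 without no4sU replicate B, with the test still pointing up. The integrated stress response list (17 tested) had a median of -0.10 (adjusted p = 0.0801), with 4 members past the threshold over all genes and 5 adjusted over the list alone, all lower. It passed without no4sU replicate B (-0.13, limma camera adjusted p = 0.000867). The interferon-stimulated list (7 of 15 tested) did not pass (adjusted p = 0.751). Its median was 0.02 while its mean was -0.03 and the test pointed down, and 0 members passed by edgeR over all genes or adjusted over the list alone. The sign of that median varied with the library left out, from -0.16 without no4sU replicate B to 0.12 without no4sU replicate A. The p53 target and integrated stress response lists shared 1 gene.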

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

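The tests on the genes already new at 60 min, the share of Malat1 that new RNA would need, and both tests of the no4sU replicate A library were chosen only after the result was seen, and so was the use of the rho and of the Malat1 and Kcnq1ot1 changes against the 15 min libraries, and of the partial correlation, to weigh explanations, although these values themselves had been planned.

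The effect of labelling at 120 min differed from that at 15 min, by edgeR's direct contrast of these groups, for 2228 genes, 917 higher and 1311 lower, and for 3818 when only these 2 groups were fitted. The count was 657 and 1037 without 15 min replicates A and B, and 1017 and 705 without 120 min replicates A and B. The pattern behind it is that genes with a higher NTR were lower at 120 min. Several technical sources were argued against by the tables. With the 15 min libraries as reference, so that the divergent no4sU replicate A was not used, the rho was -0.7325. The partial rho given gene length and mean count was -0.6655, which speaks against length and expression level as the whole cause. With the NTR of the other replicate it was -0.7023, so noise common to the count and the NTR of a library does not account for it. Between 120 min replicate B (13671419 reads) and no4sU replicate B (13739380 reads), of nearly equal depth, it was -0.7238, which argues against depth. The 10 most abundant genes took at most 4.79% of reads in any library.

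What stays open is whether labelled RNA or its reads were lost, or whether cells made less RNA during labelling. Both lower a short-lived transcript more than a stable one. In 15 genes with an NTR of at least 0.95 at 60 min, the median log2 fold change against the 15 min libraries was -0.16 ± 0.0268 (SD, n = 2) at 60 min, -0.26 ± 0.0848 at 90 min and -0.2573 ± 0.0477 at 120 min. Against the no4sU libraries it was -0.28 ± 0.0145, -0.34 ± 0.0653 and -0.33 ± 0.0012. On this scale most of the fall was present at 60 min, and none was seen from 90 to 120 min with either reference. The scale is relative, however. The decile of genes with the lowest NTR rose over the same times, to 0.05, 0.11 and 0.21 against the 15 min libraries. Set against that decile, the mean fall of the 15 genes still grew from 90 to 120 min. Both a loss of labelled RNA and a lower synthesis allow a fall in the 15 genes, which with this spread do not resolve its time course. The explanations thus cannot be told apart here. No measurement independent of the count was analysed here that would separate them.

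A loss through conversion or through binding of thiolated RNA could rise with the number of uridines. The implied loss at 120 min, against the 15 min libraries, was 9.615 percentage points higher in the tertile of genes richest in U than in the poorest. The same difference for A content, which carries no label, was 7.896 points, and for GC content it was -9.47 points. Between tertiles by U minus A content the difference was 2.381 ± 1.563 points (SD of 2 libraries), and 2.906 ± 1.51 points against the no4sU libraries. It was above 0 in both 120 min libraries with either reference, in the direction that a uridine effect needs but little beyond the spread. A loss tied to A and U content together, and not to uridine, would give no such difference. The values thus argue weakly against it as the whole account. An effect of uridine cannot be excluded. Its size is not resolved, because the contents rise and fall together across genes. For gene length the difference between the longest and shortest tertile was 1.194 ± 1.37 points against the 15 min libraries, within its spread. Against the no4sU libraries it was 2.839 ± 1.46 points, beyond its spread. The references thus differ, and no4sU replicate A itself differed with gene length, so a loss tied to length was not resolved. The tertile with the highest mean count had an implied loss above that of the lowest by 6.47 ± 0.836 points against the 15 min libraries and by 2.85 ± 1.13 points against the no4sU libraries, so the size of this difference depended on the reference.

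The no4sU replicate A library differed from the other libraries, which matters for each comparison with no4sU. Its log2 fold change against the 15 min libraries had a rho of -0.5927 with gene length, while the other libraries of 30 min or less lay between -0.1416 and 0.163. This fits a depletion of long transcripts in that library, as partly degraded RNA might give. A wrong label, or labelled RNA in the library, was less clearly resolved. The partial rho with NTR given length and count was -0.1412, near the -0.116 and -0.107 of the 30 min libraries and well short of the -0.380 and -0.424 of the 60 min libraries, and this small remainder keeps the possibility open. No biological explanation was tested, as the design gives the 2 unlabelled libraries no difference.

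Among the rising genes, the change from 15 to 120 min by edgeR was 1.80 for Kcnq1ot1 (adjusted p = 3.7e-07), 1.616 for Malat1 (adjusted p = 3.9e-05) and 0.4073 for Zfhx3 (adjusted p = 0.0120), while Zfp771 (0.17, adjusted p = 0.576) and Map2 (0.38, adjusted p = 0.117) did not pass. For Malat1 and Kcnq1ot1, the smaller of these, 1.616, speaks against the choice of reference libraries as the cause. The smallest log2 fold change of either gene against no4sU under scaling by the median of ratios or by library size was 1.072. This speaks against library scaling or a few abundant genes. The 51 long non-coding RNA genes as a class had a median log2 fold change at 120 min of -0.04, at percentile 95.04 of 10000 lists of protein-coding genes matched on NTR and mean count. Over the 4 pairs of a 120 min and a no4sU library it was between 73.9 and 95.89, inside the middle 95%, while against the 15 min libraries it was 98.49, so a rise of the class relative to matched genes was not resolved. A rise of RNAs that stay in the nucleus is a candidate explanation that was not tested, and for Kcnq1ot1 the unknown strand of counting leaves the source of the reads open. Malat1 itself had an NTR of at most 0.225 at 120 min, or 0.2995 after correction for the implied loss. In the pair of libraries that differed least, a fraction of 0.377 of its level at 120 min lay above the earlier level, so new synthesis is not enough for the rise unless the NTR of Malat1 is far too low. Lncpint, singled out after its values were seen, changed by 2.215 between 15 and 120 min (edgeR adjusted p = 3.3e-06).

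Among the falling genes the change from 15 to 120 min was -1.059 for G2e3, -0.8103 for Gen1, -0.786 for Zmym2, -0.8329 for Stk17b and -0.7321 for Piga, each past the threshold by edgeR with an adjusted p of at most 0.000873. Sgk1, singled out after its values were seen, changed by -0.7734 (adjusted p = 5.3e-08). At 120 min against no4sU the first 5 of these fell beyond the threshold under all 13 alternatives, between -0.80 and -1.25 for G2e3. After scaling of the labelled part by the implied loss G2e3 was still at -0.80 and Piga at -0.61, so a uniform loss of labelled RNA of the size estimated from all genes is not enough for them, and lower synthesis or faster decay of these transcripts may contribute. These genes were picked for the size of their fall, so this does not bear on genes at large.

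Of the transcripts fixed beforehand, the change from 15 to 120 min was -0.261 for Jun (edgeR adjusted p = 0.0452), -0.3362 for Myc (adjusted p = 0.00780) and 0.175 for Eef1a1 (adjusted p = 0.0119). Against no4sU with the labelled part scaled up by the implied loss, they were at 0.11, -0.03 and 0.04, none past the threshold. The other fixed transcripts did not pass from 15 to 120 min, with Fos at 0.28 (adjusted p = 0.580), Junb at 0.05 (adjusted p = 0.732), Ier2 at -0.23 (adjusted p = 0.182), Gapdh at 0.14 (adjusted p = 0.0997) and Actb at 0.07 (adjusted p = 0.493). Junb, with an NTR of 0.956 at 120 min, went against the relation to NTR seen over all genes, and rose to 0.34 against no4sU (adjusted p = 0.0397) after scaling by the implied loss. The fixed transcripts together thus do not follow that relation uniformly.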

How the results depend on the processing

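Removal of a trend with gene length, a single no4sU library as reference for the rho and loss, and the half-life after correction for the implied loss were tests chosen only after the result was seen. Where a value moved by more than the spread between replicates, or a count by more than 1.5 times, the cause was not tested unless it is given.

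The trends of the median NTR and of the rho with time kept their direction and passed the threshold under all 5 and 16 alternatives, with r from 0.998 to 0.999 and from -0.994 to -0.858 and p up to 0.00833 and 0.0167 by permutation. The trend of the implied loss kept its direction under 14 alternatives but not its side of the threshold with the posterior mean NTR (r = 0.577, permutation p = 0.0837). The trend of the half-life lost it without replicate A (r = -0.856, exact permutation p = 0.0583; without replicate B r = -0.932, exact permutation p = 0.0250), where 5 libraries remain.

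With genes of a mean count of at least 1000, the median NTR from 30 to 120 min was 0.0418, 0.119, 0.185 and 0.267, the rho 0.0865, -0.127, -0.422 and -0.756, the loss from 30 to 90 min a fraction of -0.174, 0.0858 and 0.202, and the half-life from 15 to 120 min 652, 478, 329, 306 and 271 min. With a mean count of at least 10, the median NTR from 30 to 120 min was 0.0539, 0.163, 0.259 and 0.372, the half-life 332, 229, 209 and 188 min, and the rho from 60 to 120 min -0.230, -0.429 and -0.612. With the posterior mean NTR at 15 and 30 min, the median NTR was 0.0180 and 0.0614, the rho -0.0556 and -0.0286 and the loss 0.214 and 0.0394, with a half-life at 30 min of 327 min. With all NTR above 0 and below 1 the half-life was 897 min at 15 min and 380 min at 30 min. With the NTR corrected for the loss it was 592 min at 15 min and 213, 180 and 147 min from 60 to 120 min. This follows from the correction, which lowers the NTR at 15 min, where the implied loss was negative, and raises it from 60 min on.

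With the NTR at 60 min as the axis the rho was 0.146 at 15 min and 0.0636 at 30 min. The partial rho was -0.0543 at 30 min and -0.326 at 60 min. Against the 15 min libraries the rho from 30 to 90 min was -0.0941, -0.417 and -0.611, and the loss from 30 to 120 min 0.0988, 0.211, 0.271 and 0.348. A pseudocount of 10 gave a loss of 0.329 at 120 min. A pseudocount of 0.1, the other scalings and the NTR of the other replicate left each rho and loss within the spread between replicates.

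Leaving out a replicate letter or a no4sU library gave a rho of -0.130 to 0.0889 at 30 min, -0.425 to -0.0293 at 60 min, -0.587 to -0.202 at 90 min and -0.724 to -0.492 at 120 min. The loss ran from -0.514 to -0.138 at 15 min, -0.246 to 0.166 at 30 min, 0.0268 to 0.252 at 60 min, 0.123 to 0.313 at 90 min and 0.244 to 0.377 at 120 min. From 60 min on, the smaller sizes came with no4sU replicate A as the only reference and the larger with no4sU replicate B. At 30 min the sign turned on this choice.

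Of the gene counts, the median of ratios scaling gave 0, 0, 2, 154 and 1700 from 15 to 120 min and 2223 for 120 against 15 min, all close to the counts reported (0 at 15 and 30 min by edgeR with 613 and 674 unadjusted, as by DESeq2). Scaling by library size gave 15 at 60 min, 284 at 90 min (22 higher, 262 lower), 1887 at 120 min (203 higher, 1684 lower, 1218 of them among the 1643) and 2293 for 120 against 15 min (426 higher, 1867 lower). DESeq2 gave 9 at 60 min, 1059 at 120 min and 1469 for 120 against 15 min. Without a count filter there were 9, 9, 95 and 438 genes from 15 to 90 min, and with a mean count of at least 100 there was 1 at 60 min. A fit of only the 2 groups, which estimates the spread from those groups alone, gave 0 by edgeR at 60 min (373 unadjusted, and 9 by DESeq2). It gave 2 at 90 min, 171 at 120 min (19 higher, 152 lower) and 3818 for 120 against 15 min. The counts thus moved in both directions. The mean chi-square per gene between replicates was 11.02 in no4sU, against 1.58 at 15 min and 1.90 at 120 min. A spread shared by all groups is then too small for contrasts with no4sU and too large for 120 against 15 min. Both moves went the way this difference in spread requires. No other cause was tested. Scaling by the implied loss gave 1, 1, 18, 189 and 257 for 30, 60, 90 and 120 min and 120 against 15 min. Removal of the length trend gave 1, 3, 25 and 490 from 15 to 90 min, and 2217 at 120 min (1067 higher, 1150 lower, 1528 of them among the 1643). Without each library in turn the ranges were 0 to 1336 at 15 min and 0 to 1363 at 30 min, where the low ends by edgeR had 343 and 404 genes at an unadjusted p under 0.05 and DESeq2 gave 0, then 0 to 1213 at 60 min, 8 to 1442 at 90 min, 452 to 3533 at 120 min and 657 to 1037 for 120 against 15 min, the last with 15 min libraries left out. The high ends at 15, 30 and 60 min were without no4sU replicate B, and those at 90 and 120 min without no4sU replicate A. The library left alone is assumed to vary like the other groups.

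Kcnq1ot1, Malat1, Zfhx3, G2e3, Gen1, Zmym2, Stk17b and Piga kept direction and call under all 13 alternatives. Zfp771 lost its call under 7 of 13, Map2 under 5 of 12 (DESeq2 gave no adjusted p), Myc under 3 and Eef1a1 under 4. Jun gained a call under 4, Gapdh under 3, Ier2 under 2, and Junb and Actb under 1 each. Fos had none under 11, since a mean count of at least 100 removed it and DESeq2 gave it no adjusted p. At 60 min, Lncpint lost its call under 2 of 12 and Sgk1 under 3 of 13.

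The immediate-early list lost its call under camera with an estimated correlation (-0.29, adjusted p = 0.0587) and was at 0.0077 (adjusted p = 0.896) after scaling by the implied loss, which raises genes of high NTR by construction. Its adjusted p was between 1.3e-11 and 0.896 over its alternatives, all by limma. The p53 target list passed after that scaling (0.207, adjusted p = 6.7e-09) and ranged from -0.0034 to 0.0670 with a library left out, passing without no4sU replicate A (adjusted p = 0.0390). With a library left out, the integrated stress response list ranged from -0.134, past the threshold without no4sU replicate B (adjusted p = 0.000867), to -0.0747 without no4sU replicate A. The interferon-stimulated list passed under none of 8.

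The replicate letters do not pair the libraries, since of 15 pairs of groups only 3 had a correlation of the deviations above 0.1 (range -0.126 to 0.148). With the letter as a block, 4 genes passed at 60 min. With the no4sU library of the same letter as reference, the rho from 30 to 120 min was -0.0224 ± 0.1525 (SD, n = 2), -0.234 ± 0.271, -0.394 ± 0.2725 and -0.608 ± 0.164. The loss at 30 min was -0.0339 ± 0.271. The block changed no other call among the counts, lists and named genes except that of Jun, with -0.20 (edgeR adjusted p = 0.0357).

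The planned relation of the T-to-C conversion rate with time and the ranking by that rate were not run, as the columns they need were not used here. At 15 min the median NTR of 0.0134 and 0.0067 in replicates A and B was below the median interval width of 0.0296 and 0.0204, and whether depth or the small amount of new RNA limits these values was not separated. At the depth of these libraries, simulated counts for 120 min against no4sU gave 25 of 84 genes changed by 0.25 on the log2 scale by edgeR, so changes of that size are missed more often than found.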

Other observations

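For the half-life, the tests of a loss of labelled RNA and of a fixed lag were chosen only after the result was seen, and for the p53 target list so were the comparison with matched lists against no4sU and that against the 15 min libraries.

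The median apparent half-life shortened with labelling time, which the calculation at constant RNA levels does not allow if the NTR is unbiased. A loss of labelled RNA lowers the NTR and so lengthens the apparent half-life, and it would need to shrink with time to give such a fall. From 60 to 120 min the implied loss instead rose, by 16.68 percentage points against the no4sU libraries. The spread between replicates set against the same reference was up to 2.16 points. With the 15 min libraries or either no4sU library as the reference, the rise was at least 11.74 points, beyond that spread. If the implied loss reflects a true loss and not lower synthesis, this argues against a loss as the cause of the fall between these durations. From 30 to 60 min, where the median half-life fell from 368 to 247 min, the implied loss rose as well. Against no4sU it went from a fraction of -0.0108 ± 0.0212 to 0.146 ± 0.0216. Against the 15 min libraries it went from 0.0988 to 0.211. It went from 0.166 to 0.252 without no4sU replicate A, and from -0.246 to 0.0268 without no4sU replicate B. On the same condition, this argues against a loss for that step too. For the fall from 15 to 30 min it stays open, since the implied loss at 15 min, -16.33% ± 18.88 (SD, n = 2), was too uncertain. A fixed lag before 4sU enters RNA, if it ends within 15 min, would make half-lives taken from the rise of the NTR between neighbouring durations equal. A lag that ends between 15 and 30 min would lengthen only the earliest of them. These were 246 min from 15 to 30 min (223 to 271 over the 4 pairs of libraries), 184 min from 30 to 60 min (176 to 192), 195 min from 60 to 90 min (167 to 227) and 146 min from 90 to 120 min (129 to 166). The ratio of the earliest to the latest interval was 1.681, and their ranges did not overlap. Without the earliest interval, the range from 30 to 60 min still lay above that from 90 to 120 min. The range from 60 to 90 min lay above it by very little. This argues against a fixed lag of up to 30 min as the whole cause. A slow rise of 4sU in the nucleotide pool, or an underestimate of new RNA when few uridines are replaced, may take part. Neither was tested, since counts of conversions were not used here.

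The p53 target list was near 0 at 120 min although its members had a high NTR, with a median of 0.793. Of its members, 14 had a mean count of at least 100. Their median log2 fold change of 0.09 against no4sU lay at percentile 100 of 10000 lists matched on NTR and mean count, whose median was -0.15 (middle 95% from -0.25 to -0.03), which argues against a general feature of genes with such an NTR and count. Against the 15 min libraries the median was 0.10, again at percentile 100, so the choice of reference does not account for it. After regression on the ranks of NTR, mean count, length, U content and GC content, the list's median residual was 0.2209, at percentile 100, with 12 of the 14 members above 0. In the 4 pairs of a 120 min and a no4sU library the percentile was between 98.2 and 100, so no single library made it. Reads shared between paralogs were not tested, nor was a batch, as the labels give none, and both stay open. As a hypothesis, found and tested on the same libraries, p53 target genes may be induced during 120 min of labelling by about as much as the loss or lower synthesis reduces genes of their NTR. With the labelled part scaled up by the implied loss, the list rose by 0.21 (limma camera adjusted p = 6.7e-09). This p-value rests on an inter-gene correlation fixed at 0.01. The estimated correlation for this list, without that scaling, was 0.126. With it, camera gave an adjusted p of 0.426 for the unscaled counts, beside 0.0921 with the fixed correlation.

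The other lists were not placed apart from matched lists with each reference and pair of libraries. The immediate-early list (23 genes) lay at percentile 11.69 against no4sU and 16.88 against 15 min, with medians of -0.26 and -0.31 beside matched medians of -0.23 and -0.27, inside the middle 95%. Its place rested on the no4sU library, with percentiles of 0.15 and 0 against replicate A and 98.41 and 98.91 against replicate B. The integrated stress response list (16 genes) lay at percentile 91.75 against no4sU and, above the middle 95%, at 99.43 against 15 min, with 30.83 to 99.61 over the 4 pairs. The interferon-stimulated list had only 2 genes with enough counts and lay at 20.45 and 24.83.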
